A study of Mus musculus with 9 samples. Its data were reported in "M2 macrophages independently promote beige adipogenesis via blocking adipocyte Ets1" (2024).

How the data were processed

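The data were 9 deposited peak lists from mouse fat, 1 library per group. For 8 of them the material was mature adipocytes of inguinal white adipose tissue (iWAT, the fat pad under the skin of the groin), the cells that float after collagenase digestion and centrifugation, from male mice aged 8 to 10 weeks. Ets1, a transcription factor of the ETS family, was profiled in adipocytes of mice housed at room temperature (RT) and of mice after 7 days in the cold (cold stress, CS). H3K27ac, an acetyl mark on histone H3 found at active promoters and enhancers, was profiled in adipocytes of mice with an Ets1 knock-in driven in adipocytes (EA+/+) and their controls (EC+/+), and in mice whose adipocytes carry an Ets1 knock-out (EAKO) and their floxed controls (Flox). ATAC was run on adipocytes of EAKO and Flox mice. The remaining library profiled Ets1 in beige adipocytes made in culture over 6 days from the stromal vascular fraction, the non-fat cells of the pad, of mice aged 3 to 4 weeks. Ets1 and H3K27ac were measured by CUT&Tag, in which an antibody holds a transposase at its target in nuclei and the transposase tags the DNA nearby; open DNA can be tagged without the target as well. In ATAC a free transposase tags open chromatin.

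The authors trimmed adaptors with trimmomatic, aligned read pairs with BWA to mm10 (GRCm38), and called peaks in each library with MACS2, keeping those with a q-value under 0.05. The submitters' processing notes also name SAMtools and deepTools. The study's reporting summary states versions of these tools, which are not repeated here. Any control library given to MACS2 and any removal of regions with excess signal were not given in the sources used here. That summary also mentions biological replicates for ATAC, but it lists pairs of libraries only for cultured white and beige cells, which are not part of these data. For Flox and EAKO it lists a single ATAC library each, as do the labels and the lists. Each ATAC list was therefore treated as 1 library. Each deposited list gives a peak's position, a score (the −log10 q times 10, as a whole number), its fold enrichment over the local background (a linear ratio), the −log10 of its p-value, the −log10 of its q-value, and the offset of its summit in bp. These peak values are the authors'. They depend on how deeply a library was sequenced and on its background, so they were used only to rank, filter and describe peaks within a list, and a value from one list was never divided by a value from another. No read counts are part of the lists, and the read totals in the study's reporting summary were not used here, so what depth adds to the number of peaks was not examined. The number of peaks and the length they cover give the size of each list.

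Peak lists were compared with bedtools 2.31.1, where an overlap of at least 1 bp made a peak shared. The sequences in the lists were chromosomes 1 to 19, X and Y. Promoters were windows of 1 kb on each side of the 93513 transcription start sites (TSS) of 21938 protein-coding genes in GENCODE M21, which is on the same build as the lists. A gene had a promoter peak when any peak overlapped any of its windows, so genes that share a promoter share a peak. A peak that overlapped no promoter was assigned to exon, intron or intergenic sequence in that order. Ets1 peaks were overlapped with the ATAC and H3K27ac peaks of Flox, and with the same peaks placed at random on their chromosome 20 times. Coordinates are 1-based on mm10. Shares carry Wilson 95% intervals, which cover counting error only and say nothing of the spread between animals.

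Gene lists were written before the data were examined, as were the samples in each comparison, the overlap and promoter rules, and the rule for naming genes. There were 26 lists. They held the autophagy genes that the study names in its text on binding, promoter assays or primer list, and the mitochondrial genes it names for Ets1 binding. Further lists were core autophagy, the oxidative phosphorylation complexes I to V, mitochondrial biogenesis, mitophagy and mitochondrial dynamics, mitochondrial ribosome and cytosolic ribosome. Proteasome, ubiquitin proteolysis, thermogenic genes, adipocyte genes, and olfactory receptors as genes that fat does not use were also included. Markers of other cells that the floating fraction could hold filled the remainder: adipose stem and progenitor cells (ASPC), macrophages, lymphocytes, endothelium, mesothelium, mural cells, Schwann cells, skeletal muscle and epithelium. For each list, the share of members with a promoter peak in each library was placed as a percentile among 10000 random lists of the same size, drawn from genes of the same promoter peak strength class in a library outside the comparison (Flox ATAC, or Flox H3K27ac for the ATAC comparison; no peak or 4 classes of −log10 q). This share was the measure set in advance. The members in the second library minus those in the first were placed among random lists in the same way, and this difference was added after the peaks of list members had been seen. A percentile describes these libraries and is not a p-value.

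Genes were named by rule: Ets1 and Adipoq, the genes the study names, up to 3 members of each list with a promoter peak only in the second library and up to 2 only in the first by −log10 q within their own list, and the 5 genes with the highest −log10 q promoter peak present only in each library. For thermogenic and adipocyte genes, up to 3 members with the most peaks of 1 library alone within the gene body and 20 kb each side were added. Some genes that the rule picks are not reported here. Other genes are named where a count was 5 or fewer or where the text says that they were chosen after their values were seen.

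The ETS consensus [AC]GGAAGT was searched on both strands within 50 bp of each summit, beside the same sequence reversed without complementing, which has the same base content, and beside windows moved by 1 kb. CTCF, PPAR DR1, C/EBP, AP-1, NFY, NRF1, EBF and SP/KLF consensus sequences were searched likewise. Of these 9 sequences only the ETS form was set before the data were examined. The reversed SP/KLF form equals its own sequence and gives no control.

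Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1 indexed the genome. The steps were tested on simulated data. For each of the 5 comparisons, a simulation of 2000 peaks gave back every peak planted in 1 library alone. Of 200 random lists over 21938 genes with no planted change, a few fell outside the middle 95% of random lists. They made up 4% (CS against RT), 5% (beige against CS), 2.5% (EA+/+ against EC+/+), 5.5% (EAKO against Flox, H3K27ac) and 6% (EAKO against Flox, ATAC). Of lists with planted gains, 95%, 95.5%, 92%, 92.5% and 95.5% lay above that middle range, in the same order. All 884 sequences planted in 3000 windows were found.

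Alternatives set before the data were examined were a q-value threshold of 0.001, an overlap of at least 50% of each peak, equal numbers of best peaks, promoters of 3 kb, only the outermost TSS, unmatched random lists, EAKO in place of Flox, motif windows of 100 bp, the sequence CCGGAAGT, promoter and other peaks apart, and all sequences in the files. Leaving out peaks with a CA repeat (8 or more units) within 50 bp of the summit, and keeping only Ets1 peaks within Flox ATAC peaks, were added after seeing the data. The study's read-based differential test was not rerun, since reads were not used here, so its count of changed peaks is not compared with the overlaps.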

Results

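The 9 libraries held Ets1 CUT&Tag of RT, CS and cultured beige adipocytes, H3K27ac CUT&Tag of EC+/+, EA+/+, Flox and EAKO adipocytes, and ATAC of Flox and EAKO adipocytes. With 1 library per group, no difference between groups could be tested. Presence and absence of peaks are therefore described without p-values, and the spread between animals is unknown. The Ets1 lists held 4056 peaks in RT, 14858 in CS and 30553 in beige cells, covering 1.05, 4.69 and 9.86 Mb. H3K27ac peaks numbered 33713 in EC+/+, 38484 in EA+/+, 86834 in Flox and 74682 in EAKO, over 11.5, 12.6, 41.2 and 40.1 Mb. ATAC gave 88977 peaks in Flox and 82839 in EAKO, over 73.4 and 66.9 Mb. Sequencing depth cannot be read from peak lists, and read totals were not used here. The strongest peak of the RT, CS, EC+/+, EA+/+ and both ATAC lists lay over the predicted gene Gm10800 near position 98666551 of chromosome 2. Its −log10 q was 3864 in RT and 3787 in CS. This may be a region with excess signal. Such regions were not screened for, so the strongest peaks named below may include others.

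**Figure D1:**
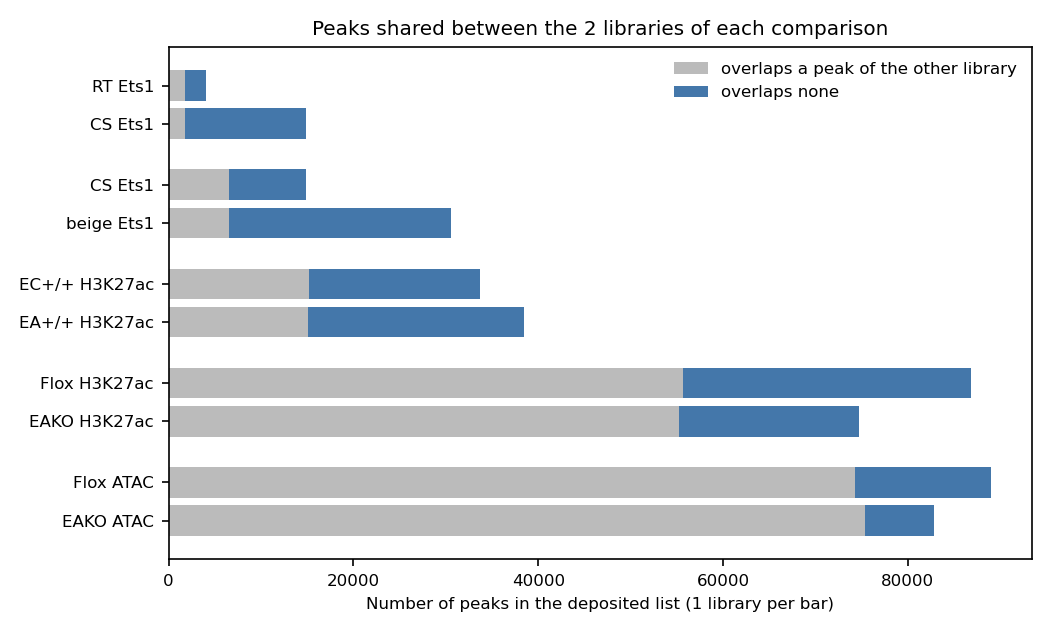
Number of peaks in each library (horizontal axis), divided for the 5 comparisons into peaks that overlap a peak of the other library by at least 1 bp (grey) and peaks that overlap none (blue). In the comparison of CS with RT, 13079 of 14858 CS peaks and 2266 of 4056 RT peaks overlapped none.

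The targeted gene and the gene behind the Cre driver were looked at first. Ets1 itself (chromosome 9, 32636221 to 32757820, plus strand) carried 16 ATAC peaks in Flox and 14 in EAKO, 18 H3K27ac peaks in Flox and 16 in EAKO, and 5 in EC+/+ and 3 in EA+/+. Its promoter had a peak in every library except RT. On its exons lay 4 H3K27ac peaks in both Flox and EAKO, and 4 ATAC peaks in Flox and 3 in EAKO. These counts run over the whole gene, with parts that a deletion may leave in place, and do not settle the knock-out or knock-in labels. The study's reporting summary names the floxed exons, and peaks within that part were not counted apart. Adipoq, which encodes the fat hormone adiponectin (chromosome 16, 23146536 to 23158028), had no promoter peak in any library. Within 100 kb of it lay 0 RT, 3 CS and 7 beige Ets1 peaks, 7 EC+/+, 15 EA+/+, 14 Flox and 13 EAKO H3K27ac peaks, and 17 Flox and 18 EAKO ATAC peaks. The promoter of Ucp1, the uncoupling protein that makes heat in beige fat, was chosen after its values were seen and had a peak only in the H3K27ac lists of Flox and EAKO, at −log10 q 3.43 and 3.82.

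The comparison of CS with RT asked where Ets1 sat in iWAT adipocytes after 7 days of cold. Most promoters with an Ets1 peak, those of 6381 genes, had it in CS alone, while 796 genes had it in both libraries and 94 in RT alone. Promoters of autophagy, ubiquitin and mitochondrial genes shared this general pattern. All 10 autophagy genes that the study names had a promoter peak in CS and 1 of them in RT, and its 6 mitochondrial genes had 6 in CS and 0 in RT. The study picked these genes from these libraries, so their counts are not independent evidence. Ulk1, the kinase that starts autophagosome formation, was the gene with a peak in both, at −log10 q 17.1 in CS (chromosome 5, 110809921 to 110810365) and 6.05 in RT. Peaks in CS alone stood at Atg4d, a protease of the autophagosome coat (12.0, chromosome 9, 21265073 to 21265350), Atg5, part of the conjugation machinery (10.8, chromosome 10, 44268435 to 44268733), and the lipid scramblase Atg9a (9.92, chromosome 1, 75191793 to 75192143). Values at Atg4b (6.79), Atg3 (5.66), Atg16l2 (5.59), Atg10 (5.56), Atg101 (5.35) and Atg2a (3.77) were lower in that list. Among the mitochondrial genes, Tfam, which packages mitochondrial DNA, had 13.2 (chromosome 10, 71237999 to 71238345), and Sdhb of complex II had 9.29 (chromosome 4, 140961081 to 140961461). The remaining members were Ndufv2 (8.56), Atp5a1 (6.96), Uqcr10 (6.57) and Cox8a (4.61).

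Ubiquitin proteolysis and core autophagy are themes that the study drew from these libraries, and core autophagy holds genes that it names, so these lists are not independent of the data either. Ubiquitin proteolysis had 68 of 89 members with a CS promoter peak and 5 with an RT one, and its CS share lay at percentile 100 of random lists. The ubiquitin ligase Birc6 (25.3, chromosome 17, 74527846 to 74528587), the activating enzyme Uba6 (21.4) and the ligase Cblb (18.9) led the members with a peak in CS alone. Core autophagy had 36 of 50 members in CS and 4 in RT (Ulk1, Uvrag, Wipi1 and Tfeb, the last being a transcription factor for lysosomal genes; chosen after their values were seen), with the CS share at percentile 99.1. Its CS minus RT difference lay at percentile 98.0, at 32.0 with equal numbers of best peaks and at 96.9 with promoters of 3 kb. Adipocyte genes had 17 of 35 in CS (percentile 98.8) and 2 in RT, a difference at percentile 97.3, or 94.3 with promoters of 3 kb, with Acaca (17.9) and Fasn (7.85) of fatty acid synthesis and Agpat2 (8.31) of triglyceride synthesis in CS alone. The proteasome had 26 of 39 in CS and 0 in RT, among them Psma4 (14.6) and Psmd12 (9.10), at percentiles 68.6 and 1.44. Mitophagy and dynamics genes had 15 of 19 in CS and 2 in RT, with the fission factors Mff (13.8) and Dnm1l (11.5) and the mitophagy kinase Pink1 (12.2) in CS alone.

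Oxidative phosphorylation genes in CS did not stand apart from matched random lists. Complex I had 20 of 36 members in CS and 1 in RT (CS percentile 11.1), complex II 4 of 4 and 0 (85.4), complex III 6 of 9 and 0 (45.9), complex IV 7 of 14 and 0 (41.5), and complex V 10 of 16 and 1 (53.0). Without matching, the CS minus RT difference lay at percentile 99.9 for complex I, 99.6 for II, 98.8 for III, 94.6 for IV and 98.9 for V. Ndufs8 (13.1) and Ndufa11 (10.2) of complex I, Uqcrq (18.9) and Uqcrc2 (11.1) of complex III and Cox4i1 (12.6) and Cox5a (9.70) of complex IV had peaks in CS alone. Atp5j of complex V shares its promoter peak (16.4, chromosome 16, 84834516 to 84835358) with Gabpa, which encodes another ETS factor. Mitochondrial biogenesis had 13 of 20 in CS and 3 in RT, with Tfb2m (12.7) in CS alone. The mitochondrial ribosome had 50 of 78 and 5, led by Mrps18b (15.5), and the cytosolic ribosome 49 of 80 and 3, led by Rpl27 (15.0). Thermogenic genes had 5 of 30 in CS and 1 in RT, with Gk (6.80), Pdk4 (6.04) and Ppara (3.69) in CS alone, beside Cited1 and, in both libraries, Letmd1, which were chosen after their values were seen. In the region of Prdm16, a regulator of beige fate, 5 CS peaks overlapped no RT peak and 1 RT peak overlapped no CS peak.

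Markers of other cells with an Ets1 promoter peak numbered 4 or fewer in each list. In CS they numbered 3 of 23 for ASPC (F3 4.89, Cd34 3.66, Cd55 2.87), 3 of 22 for macrophages, namely Aif1 (5.95), Mertk (3.53) and Laptm5 (1.93), and 4 of 25 for lymphocytes, among them Blk (3.86), Nkg7 (3.40) and Prf1, the last chosen after its value was seen. Endothelium had 2 of 20 (Tie1 3.66, Cdh5 2.73), Schwann cells 3 of 10 (among them Prx 9.62 and Egr2 4.52), and skeletal muscle 2 of 10 (Mylpf 8.55, Actn3 7.86). The peaks at Blk and Egr2 had a CA repeat at the summit, and those at Aif1, Laptm5, Blk, Nkg7 and Tie1 lay outside Flox ATAC peaks. Mesothelium, mural cells and epithelium each had 0 of 10. Among matched random lists the CS share lay at percentile 75.7 for lymphocytes and 70.05 for macrophages, so neither was low. It lay at 31.6 for Schwann cells, 29.4 for muscle, 19.4 for epithelium and 12.4 for endothelium. Mesothelium (7.28), ASPC (3.03) and mural cells (1.79) stood lowest. None of these 9 marker lists had a promoter peak in RT. Away from promoters, where peaks were counted after seeing the data, mural genes had 10 CS peaks (3.04 times the mean of random lists, percentile 98.9) and 0 RT peaks, and endothelial genes 19 in CS (1.92 times, 97.3) and 8 in RT (2.23 times, 94.6). Olfactory receptors had 11 of 1134 members in CS and 6 in RT. Their difference of 5, beside a mean of 21.4 in random lists, lay at percentile 0.01. With equal numbers of best peaks it lay at 8.61.

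Over all genes, 7177 of 21938 had a promoter peak in CS and 890 in RT, with 796 in both, 6381 in CS alone and 94 in RT alone. The highest −log10 q in CS alone belonged to the interferon-induced gene Oasl1 (105, a peak of 147 bp at chromosome 5, 114922449 to 114922595, outside Flox ATAC peaks), Camsap1 (32.0), the divergent pair Cbx3 and Hnrnpa2b1 (31.5) and 0610009B22Rik (28.7). In RT alone they were Ank1 (21.3), Gm11168 (16.8), Npnt (8.03, at a CA repeat), Igf2 (6.34, from a peak that meets a CS peak outside the promoter window) and Olfr1344 (5.94). By peaks, 13079 in CS (88.0%, interval 87.5 to 88.5) overlapped no RT peak, and 2266 in RT (55.9%, 54.3 to 57.4) overlapped no CS peak. At a q-value of 0.001 these counts were 7670 and 1277, and with the 4056 best peaks of each list, where they differ only if 1 peak overlaps several of the other list, they were 2951 and 2930. Promoters, which are free to differ then, numbered 2802 in CS alone and 201 in RT alone.

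**Figure D2:**
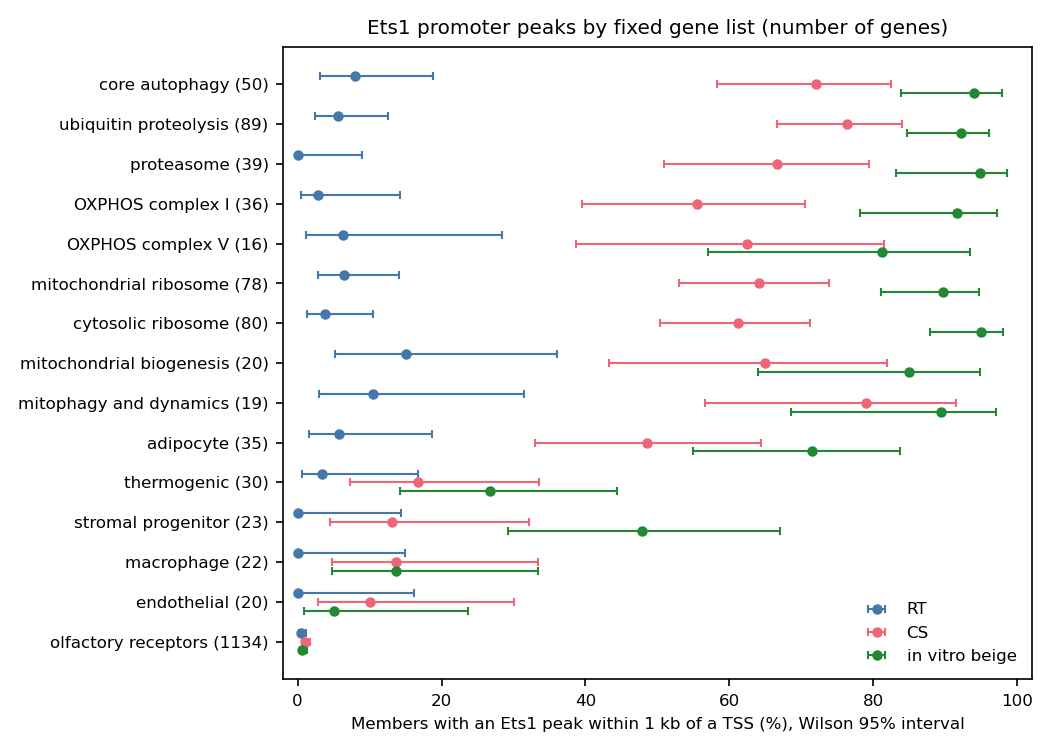
Share of list members (%) with an Ets1 promoter peak in RT, CS and in vitro beige adipocytes for 15 gene lists, with Wilson 95% intervals. Core autophagy stood at 8.00% in RT, 72.0% in CS and 94% in beige cells.

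Ets1 in cultured beige adipocytes was compared with CS to see which of the sites found in the cold were also found in cultured cells. All 10 autophagy and all 6 mitochondrial genes that the study names had a promoter peak in both, again not independent evidence. In the beige list the highest of them were Atg2a, a lipid transfer protein of the growing autophagosome (61.4), Cox8a of complex IV (50.8) and Atg9a (48.4), followed by Atg4d (43.1), Ulk1 (42.2), Sdhb (34.8), Tfam (34.7), Atg5 (29.7), Atg101 (23.1), Ndufv2 (17.6) and Atg3 (11.6). Atp5a1 (7.49), Atg4b (6.40), Atg16l2 (5.71), Uqcr10 (4.22) and Atg10 (3.86) were lower. The beige peak at Uqcr10 (chromosome 11, 4704368 to 4704642) overlapped no CS peak, so it is not the site found in the cold. Of the 6381 genes with a promoter peak in CS and none in RT, 5665 (88.8%) had one in beige cells.

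Cytosolic ribosome genes had 76 of 80 members in beige and 49 in CS (beige share at percentile 99.8), with Rpl32 (92.1) among those in beige alone. The beige minus CS difference of this list lay at percentile 98.5, and at 97.2 with promoters of 3 kb. Core autophagy had 47 of 50 and 36, with Wdr45 (52.2), the cargo receptor Sqstm1 (31.4) and Gabarap (18.6) in beige alone. With equal numbers of best peaks its order turned, to a beige minus CS difference of -7 members at percentile 0.200, as did that of the mitochondrial ribosome (-5, percentile 0.510) and of complex III (-1), and the autophagy genes that the study names stood at -3. The beige share of the proteasome was 37 of 39 at percentile 99.6, beside 26 in CS, with Psmc3 (14.1) in beige alone, and that of ubiquitin proteolysis 82 of 89 at percentile 100, beside 68, with Ube2j2 (53.3). Adipocyte genes had 25 of 35 in beige (percentile 100) and 17 in CS. Cebpb, an early adipogenic factor (25.5), Pnpla2, the triglyceride lipase (11.4), and Scd1, the stearoyl desaturase (10.5), had a peak in beige alone, while Pck1 (2.40) and Cd36 (1.49) had it in CS alone. Thermogenic genes had 8 of 30 and 5. Among them Tnfrsf9 (17.7), Cox7a1 (11.6) and the beige fate factor Ebf2 (5.19) were in beige alone and Cited1 (2.87) in CS alone. Around Pnpla2, Cox7a1 and Ebf2, 7, 6 and 6 beige peaks overlapped no CS peak.

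Complex I had 33 of 36 members in beige and 20 in CS, with Ndufv1 (30.7) and Ndufb10 (25.1) in beige alone. Complex II had 4 of 4 in both, complex III 8 of 9 and 6 with Cyc1 (21.5), complex IV 12 of 14 and 7 with Cox7a2 (23.3), and complex V 13 of 16 and 10 with Atp5b (42.9). Mitochondrial biogenesis had 17 of 20 and 13, with the helicase gene Twnk (32.7, a peak shared with Mrpl43) and Polrmt (13.8) in beige alone and Ppargc1b (2.36) in CS alone. Mitophagy and dynamics had 17 of 19 and 15, with the fusion genes Mfn1 (18.5) in beige alone and Opa1 (7.32) in CS alone. The mitochondrial ribosome had 70 of 78 and 50. ASPC markers had 11 of 23 in beige and 3 in CS, with Pdgfrb (47.5), Col1a1 (26.7) and Fstl1 (24.6, at a CA repeat) in beige alone. Mural markers had 4 of 10 and 0, with Acta2 (13.1), Schwann markers 6 of 10 and 3, with Pmp22 (23.3), and mesothelial markers 2 of 10 and 0, namely Wt1 (7.22) and Krt19 (6.28). Endothelial markers had 1 of 20 in beige (Eng 3.28) and 2 in CS. Macrophage, lymphocyte and skeletal muscle markers had 3, 4 and 2 members in each library, and epithelial markers 0.

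Over all genes 10182 had a promoter peak in beige and 7177 in CS, with 6434 in both, 3748 in beige alone and 743 in CS alone. Among the highest in beige alone were Tnrc18 (189), Scaf1 (151), Ahnak (146) and Rnd2 (143), and in CS alone Gm21738 (204), Oasl1 (105), Gm10647 (20.4), Cd82 (19.4) and Itprid2 (19). The peaks at Scaf1 and Gm10647 meet a peak of the other library that lies outside the window. By peaks, 24042 in beige (78.7%, interval 78.2 to 79.1) overlapped no CS peak and 8314 in CS (56.0%, 55.2 to 56.8) overlapped no beige peak. These libraries differ in mouse age and in culture as well as in cold, and with equal numbers of best peaks 2159 promoters were in beige alone and 1644 in CS alone.

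The places of the Ets1 peaks differed between the 3 libraries. Promoters took 20.1% of RT peaks (interval 18.9 to 21.4), 46.7% of CS peaks (45.9 to 47.5) and 36.2% of beige peaks (35.7 to 36.8), while intergenic sequence took 41.9%, 25.1% and 26.3% and introns 33.9%, 23.3% and 31.7%. In the other libraries promoters took 39.1% in EC+/+, 32.8% in EA+/+, 22.1% and 23.9% in H3K27ac of Flox and EAKO, and 21.4% and 22.7% in their ATAC. Flox ATAC peaks held 24.3% of RT (23.0 to 25.7), 53.4% of CS (52.6 to 54.2) and 85.5% of beige Ets1 peaks (85.1 to 85.9), against 4.05%, 4.17% and 4.22% after random placement. Flox H3K27ac peaks held 47.2%, 64.3% and 77.4%, against 2.65%, 2.79% and 2.91%.

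The ETS sequence, to which Ets1 and its relatives bind, was counted at peak summits. It lay in 1.75% of RT windows (interval 1.39 to 2.20), 4.02% of CS windows (3.71 to 4.35) and 5.77% of beige windows (5.52 to 6.04), while its reversed form lay in 3.53%, 3.09% and 3.03%. The ratio to the reversed form was thus 0.497 in RT, 1.3 in CS and 1.91 in beige cells. Since the reversed form is not matched for CpG, a ratio above or below 1 does not by itself show ETS sites or their lack. Windows moved by 1 kb held it in 2.07%, 2.77% and 2.65%. In CS the ratio was 2.11 at promoter peaks and 0.729 at all others, and in beige cells 3.30 and 1.32. Promoter peaks of libraries made without an Ets1 antibody had 2.48 in Flox ATAC, 2.11 in EAKO ATAC, 1.56 in EC+/+, 1.24 in EA+/+ and 1.6 and 1.41 in H3K27ac of Flox and EAKO, so the CS value was not above that of open promoters in Flox. Over all peaks of these libraries it was 1.02 in EC+/+, 0.816 in EA+/+, 0.911 and 0.901 in H3K27ac of Flox and EAKO, and 1.24 and 1.16 in their ATAC.

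Sequences of other factors were also counted. The AP-1 sequence, bound by Fos and Jun, lay in 1.16% of RT, 1.38% of CS and 10.3% of beige windows, and in 14.8% of Flox ATAC windows, where its reversed form lay in 2.58%. Moved windows held it in 1.68% of RT, 1.55% of CS, 1.77% of beige and 1.61% of Flox ATAC. The NFY sequence, a promoter element, lay in 4.66% of CS and 5.90% of beige windows, with 2.14% and 2.54% for the reversed form and 3.26% and 3.10% in moved windows. The CTCF sequence, found at chromatin boundaries, lay in 5.05% of Flox ATAC, 0.485% of CS and 0.710% of beige windows. For C/EBP, adipogenic factors, beige windows held 6.05% with 4.49% reversed and 7.92% moved by 1 kb, and CS windows 2.70% with 2.07% and 8.36%, so the sequence was no more common at summits than nearby. EBF was rare at 0.461% in beige and 0.337% in CS, as was NRF1 at 0.252% and 0.363%. SP/KLF stood at 4.32% and 4.02%, beside 0.527% and 0.572% in moved windows, and the PPAR DR1 sequence occurred in 2 beige and 3 CS windows.

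**Figure D3:**
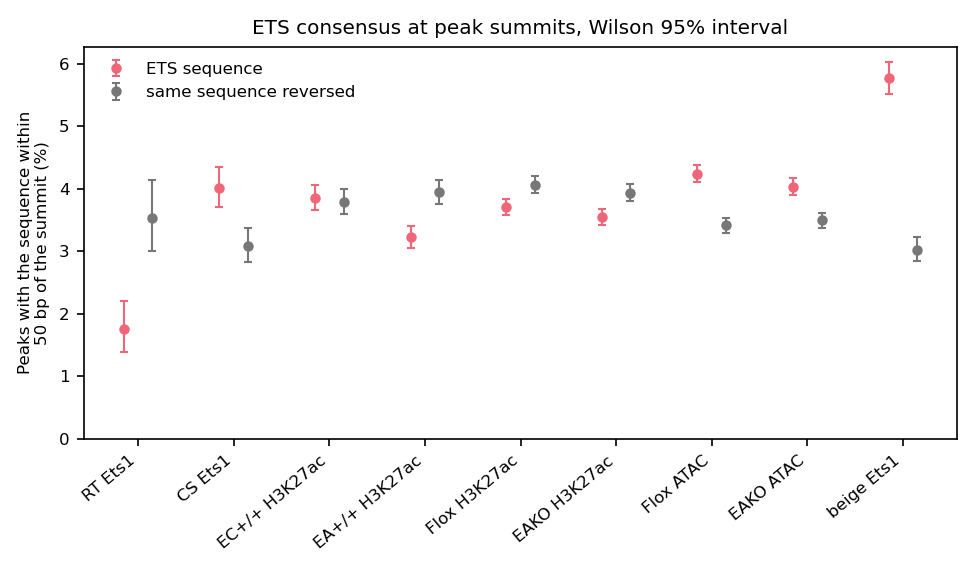
Share of summit windows (%) with the ETS sequence and with its reversed form in the 9 libraries, with Wilson 95% intervals. The ETS sequence exceeded its reversed form in beige cells (5.77% and 3.03%) and lay below it in RT (1.75% and 3.53%).

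The knock-in comparison asked whether added adipocyte Ets1 goes with other H3K27ac sites. All 10 autophagy and all 6 mitochondrial genes that the study names had an H3K27ac promoter peak in EC+/+ and in EA+/+. Thermogenic genes had 17 of 30 in each library, of which 9 were the same genes. Dio2, which activates thyroid hormone (5.64), Prdm16 (4.32) and Tbx1 (3.58) had a peak in EA+/+ alone, and Tnfrsf9 (5.86) and Eva1a (4.95) in EC+/+ alone. Adipocyte genes had 24 of 35 in EC+/+ (percentile 98.6) and 21 in EA+/+ (percentile 84.1), with the insulin-responsive glucose transporter Slc2a4 (6.05) and the seipin gene Bscl2 (4.98) in EC+/+ alone and Scd1 (3.44) and Pnpla2 (2.48) in EA+/+ alone. Around Prdm16, 10 EA+/+ and 12 EC+/+ peaks overlapped none of the other library.

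Core autophagy had 43 of 50 in EC+/+ and 41 in EA+/+, with Map1lc3a (5.35) and Nbr1 (4.95) in EC+/+ alone and Becn1 (3.51) and Lamp1 (2.54) among those in EA+/+ alone. Mitophagy and dynamics had 18 of 19 and 15, with Mief2 (3.36) in EC+/+ alone. The proteasome had 35 of 39 and 30, with Psmc3 (5.19) in EC+/+ alone, and ubiquitin proteolysis 73 of 89 and 76, with Ube2j2 (7.22) in EC+/+ alone and Ube2a (6.5) in EA+/+ alone. Complexes I to V had 32 of 36 and 31, 4 of 4 in both, 9 of 9 in both, 11 of 14 and 12, and 14 of 16 in both. In EA+/+ alone were Ndufab1 (9.63), Atp5k (9.50) and Cox4i1 (2.42), and in EC+/+ alone Ndufs7 (4.36) and Cox7a1 (2.60). Mitochondrial biogenesis had 17 of 20 and 16, the mitochondrial ribosome 70 of 78 and 63, and the cytosolic ribosome 62 of 80 and 61, where Rps18 (9.80) in EC+/+ meets an EA+/+ peak outside the window.

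Markers of skeletal muscle had 1 of 10 members in EC+/+ (percentile 0.200) and 6 in EA+/+ (percentile 84.6). Those in EA+/+ alone were the contractile genes Mylpf (5.89), Tnni2 (3.26), Tnnt3 and Acta1 and the calcium buffer Pvalb (3.41), of which Tnnt3 and Acta1 were chosen after their values were seen and Mylpf meets an EC+/+ peak outside the window. Epithelial markers had 2 of 10 in EC+/+ and 5 in EA+/+, with Cdh1 (4.36), Elf5 (2.89) and Epcam (2.48) in EA+/+ alone. Lymphocyte markers had 4 of 25 and 8, with Il2rb (4.2), Pax5 (3.09) and Prf1 (2.85) in EA+/+ alone. The EA+/+ minus EC+/+ difference lay at percentile 99.96 for muscle, 98.4 for epithelium and 97.7 for lymphocytes, and promoters of 3 kb moved the first to 97.2 and the second to 95.7. Away from promoters muscle genes had 11 peaks in EC+/+ (1.54 times the mean of random lists, percentile 88.4) and 8 in EA+/+ (0.923 times, 45.3), lymphocyte genes 25 in each, and epithelial genes 6 and 7. Endothelial markers had 8 of 20 and 10 with Vwf (4.03) in EA+/+ alone, ASPC 13 of 23 and 12 with Pi16 (5.96) in EC+/+ alone, and macrophages 9 of 22 and 8 with Cd163 (7.33) in EC+/+ alone. Mesothelial markers had 5 of 10 and 3, mural 5 of 10 and 4, Schwann 7 of 10 and 6, and olfactory receptors 16 of 1134 and 22.

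In all, 11400 genes had a promoter peak in EC+/+ and 11058 in EA+/+, with 9450 in both, 1950 in EC+/+ alone and 1608 in EA+/+ alone. Among the highest in EA+/+ alone were the divergent pair Timm9 and 2700049A03Rik (13.2), as well as Fmo5 (12.5) and Ifi44l (12.3, at a CA repeat). In EC+/+ alone they were Itm2a (15.3), Gsr (14.3), 2310009B15Rik (14.2), Zkscan7 (13.2, meeting an EA+/+ peak) and Boll (13.0). By peaks, 23343 in EA+/+ (60.7%, interval 60.2 to 61.1) and 18492 in EC+/+ (54.9%, 54.3 to 55.4) overlapped none of the other. At a q-value of 0.001 the order turned, with 11447 in EA+/+ and 11828 in EC+/+.

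The knock-out comparison of H3K27ac asked whether peaks of the mark at these genes are lost without adipocyte Ets1. A peak in both genotypes can hide a change in its level, which presence and absence cannot show. All 10 autophagy and all 6 mitochondrial genes that the study names had a promoter peak in Flox and in EAKO. Core autophagy had 49 of 50 members in each, complexes I to V 36 of 36, 4 of 4, 9 of 9, 13 of 14 and 15 of 16 in each, mitochondrial biogenesis 19 of 20 and the mitochondrial ribosome 78 of 78. Mitophagy and dynamics had 19 of 19 in Flox and 18 in EAKO, where the deubiquitinase Usp30 (6.04) had a peak in Flox alone. The proteasome had 37 of 39 in each, ubiquitin proteolysis 89 of 89 and 88, and the cytosolic ribosome 78 of 80 and 77, with Rpl39l (2.71) in Flox alone.

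Adipocyte genes had 26 of 35 in each, with the hormone gene Retn (4.57) in Flox alone and Plin1, which coats lipid droplets (1.91), in EAKO alone. Thermogenic genes had 22 of 30 in Flox and 20 in EAKO, with the proton channel Otop1 (3.69), the potassium channel Kcnk3 (3.12) and Cidea (2.04) in Flox alone and Tbx1 (2.76) in EAKO alone, Cidea being chosen after its value was seen. Around Prdm16, 15 EAKO and 11 Flox peaks overlapped none of the other library, and around Ebf2 7 in Flox and 4 in EAKO. Skeletal muscle markers had 6 of 10 in Flox and 3 in EAKO (percentiles 52.0 and 2.33), with Tnnt3 (3.44), Ckm (2.71) and Pvalb in Flox alone, the last chosen after its value was seen. Mesothelial markers had 3 of 10 in Flox and 6 in EAKO (percentiles 10.9 and 97.1), with Lrrn4 (6.21, meeting a Flox peak), Upk3b (3.82) and Krt8 (2.09) in EAKO alone. The EAKO minus Flox difference lay at percentile 1.61 for muscle and 99.95 for mesothelium, and with equal numbers of best peaks at 25.2 for muscle. Away from promoters these patterns were not seen. Muscle genes had 18 such peaks in Flox (percentile 70.5) and 17 in EAKO (76.3), and mesothelial genes 22 in each (31.2 and 45.5). ASPC had 19 of 23 and 18 with Col3a1 (6.03) in Flox alone, macrophages 9 of 22 and 8, lymphocytes 10 of 25 and 7 with Ms4a1 (5.11) in Flox alone, endothelium 14 of 20 in each, mural cells 8 of 10 and 7, Schwann cells 8 of 10 and 7, epithelium 4 of 10 and 2 with Cdh1 (9.54) in Flox alone, and olfactory receptors 23 of 1134 and 19.

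Promoter peaks were found for 14015 genes in Flox and 13262 in EAKO, with 12879 in both, 1136 in Flox alone and 383 in EAKO alone. In Flox alone the highest were Cpeb4 (83.7), Sft2d3 (71.7), Jrkl (56.4) and the neighbours Emc8 and Gm27021 (46.9). In EAKO alone they were Gm20479 (37.2), Serinc2 (34.5), Egr3 (32.9), Tmem69 (30.2) and Gsg1 (27.4). Apart from Emc8 and Gm27021, each of these peaks meets a peak of the other genotype that lies just outside the promoter window, which held for 27 of the Flox genes and 32 of the EAKO genes. By peaks, 31214 in Flox (35.9%, interval 35.6 to 36.3) and 19417 in EAKO (26.0%, 25.7 to 26.3) overlapped none of the other. When at least 50% of each peak had to overlap, the counts were 41372 and 29220. With equal numbers of best peaks they were 22039 and 22196, which turned their order.

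The ATAC comparison asked the same of open chromatin. All 10 autophagy and all 6 mitochondrial genes that the study names had a promoter peak in both genotypes. Complex IV had 13 of 14 members in Flox and 12 in EAKO, the gene in Flox alone being Cox4i1, a nuclear-encoded subunit of cytochrome c oxidase (39.99, chromosome 8, 120667657 to 120668774). With promoters of 3 kb the complex IV difference was 0 (percentile 54.9, after 9.38 with 1 kb). Core autophagy had 50 of 50 in both, complexes I, II, III and V 36 of 36, 4 of 4, 9 of 9 and 15 of 16, mitochondrial biogenesis 20 of 20, mitophagy and dynamics 19 of 19, the mitochondrial ribosome 78 of 78, the cytosolic ribosome 78 of 80, the proteasome 37 of 39 and ubiquitin proteolysis 89 of 89, each in both. Adipocyte genes had 26 of 35 in both, and thermogenic genes 26 of 30 in Flox and 24 in EAKO, with Tbx1 (9.37, meeting an EAKO peak) and the fatty acid transporter Slc27a2 (4.27) in Flox alone. Around Ebf2, 5 Flox peaks overlapped none of the EAKO list.

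Endothelial markers had 16 of 20 members in Flox (percentile 95.1) and 12 in EAKO (percentile 29.1). In Flox alone were Sox18, a factor of vessel development (12.7), Mmrn2 (7.47), Ptprb (5.72) and the junction cadherin Cdh5 (5.64), where Ptprb and Cdh5 were chosen after their values were seen. The EAKO minus Flox difference lay at percentile 0.415. Away from promoters this pattern was not seen. Endothelial genes had 109 such ATAC peaks in Flox (1.12 times the mean of random lists, percentile 73.1) and 104 in EAKO (1.16 times, 77.3). ASPC markers had 21 of 23 and 19, with Ly6a (27.7, meeting an EAKO peak) and Fmo2 (14.6) in Flox alone and Pi16 (4.37) in EAKO alone. Macrophages had 8 of 22 and 7, with Spi1 (4.91) in Flox alone and Cx3cr1 (9.73) in EAKO alone, and lymphocytes 11 of 25 in each, with Cd28 (3.12) in Flox alone and Ikzf1 (2.74) in EAKO alone. Mural cells had 9 of 10 and 8 with Des (6.86) in Flox alone, and Schwann cells 8 of 10 and 9 with Sox10 (4.27) in EAKO alone. Epithelium had 5 of 10 and 4 with Cdh1 (23.2) in Flox alone, and mesothelium 5 of 10 and skeletal muscle 7 of 10 in each. Olfactory receptors had 23 of 1134 and 21. Their difference of -2, beside a mean of -28.9 in random lists, lay at percentile 99.99. With equal numbers of best peaks it lay at 96.5.

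Genes with a promoter peak numbered 14858 in Flox and 14473 in EAKO, with 14301 in both, 557 in Flox alone and 172 in EAKO alone. Among the highest in Flox alone were Naif1 (189), Cpeb4 (172), Jrkl (138) and Hrc (127), and in EAKO alone Lmntd2 (66.0), Gm30191 (60.0), Gm15517 (55.1), Zfp618 (44.5) and Gm10799 (40.2). Each of these named peaks meets a peak of the other genotype just outside the window, as did 48 of the Flox genes and 24 of the EAKO genes. By peaks, 14729 in Flox (16.6%, interval 16.3 to 16.8) and 7436 in EAKO (8.98%, 8.78 to 9.17) overlapped none of the other, and 20964 and 14826 did when at least 50% of each peak had to overlap.

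Peaks away from promoters were counted at the marker lists to see which cells the chromatin libraries resembled. ASPC genes, among them the matrix genes Fbn1 and Col3a1 and the growth factor receptors Egfr and Pdgfrb, had 168 such peaks in Flox ATAC, 2.21 times the mean of random lists, and 143 in Flox H3K27ac, 1.94 times. In beige Ets1 they had 67, or 2.87 times. In EC+/+ and EA+/+ H3K27ac they had 28 and 24, or 1.04 and 0.731 times. Adipocyte genes had 114 in Flox ATAC (1.14 times) and 91 in Flox H3K27ac (0.962 times), with 11 in ATAC at Acaca, 7 at Pparg, the main adipogenic factor, and 6 at Adipoq. This count was added, and its genes were picked, after seeing the data.

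**Figure D4:**
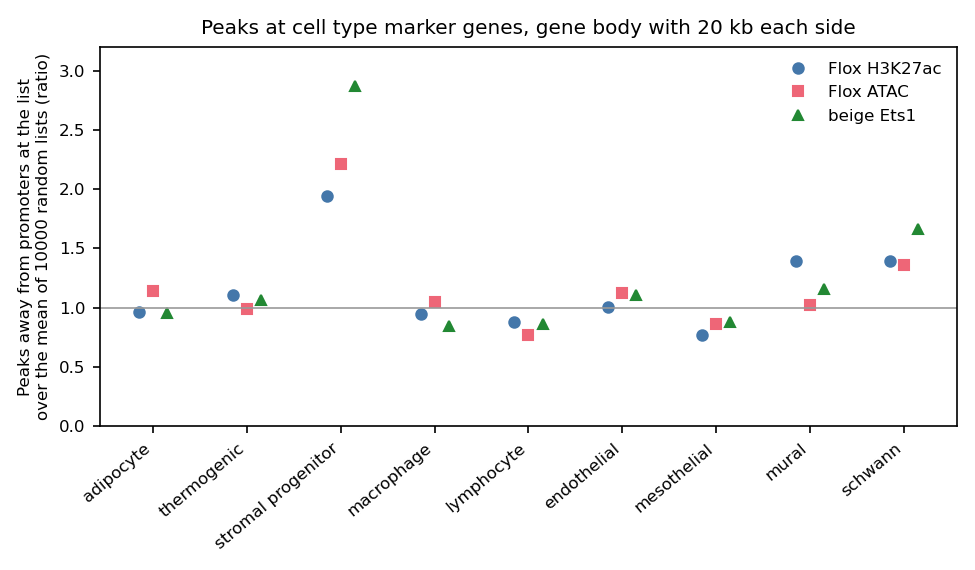
Peaks away from promoters within the gene body and 20 kb each side, as a ratio to the mean of 10000 random lists, for 9 lists in Flox H3K27ac, Flox ATAC and beige Ets1, with a line at 1. ASPC genes stood at 1.94, 2.21 and 2.87.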

Values the study reported

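The study reported 4056 Ets1 peaks in the room temperature library and 14858 in the cold stress library. It worked on 9905 Ets1 peaks that its read-based comparison called higher in the cold.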

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

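Removing peaks at CA repeats and keeping only Ets1 peaks within Flox ATAC peaks were chosen after seeing the data. Of the alternatives, 71 left a result as it was and 67 moved it. Another 11 took a list difference inside the middle 95% of random lists (core autophagy, olfactory receptors, epithelium, muscle and cytosolic ribosome). The other 9 turned the order of a count, or the side of 1 of a ratio. These 9 include other peaks of Flox ATAC, where the ETS ratio of 0.991 lay close to 1. The ETS ratio of EC+/+ also crossed 1 with 100 bp (0.998 after 1.02), within its interval. Counts are given as second library alone, then first library alone. For CS and RT peaks they were 7670 and 1277 at a q-value of 0.001, 2951 and 2930 with equal numbers of peaks, and 7105 and 147 within Flox ATAC. For CS and RT promoters they were 6852 and 157 with 3 kb, 5785 and 61 with the outermost TSS, 2802 and 201 with equal numbers, and 6060 and 49 within Flox ATAC. For beige and CS they were 18886 and 3708 at 0.001 and 9577 and 9496 with equal numbers, with 2159 and 1644 promoters. For EA+/+ and EC+/+ they were 11447 and 11828 at 0.001, which turned the order, as did the list lengths, 21688 and 22140 after 38484 and 33713. For EAKO and Flox, H3K27ac gave 29220 and 41372 with an overlap of 50% and 22196 and 22039 with equal numbers, and ATAC gave 14826 and 20964 with 50%. Fewer peaks or stricter overlap account for the size of these counts by construction. With lists of equal length the 2 counts differ only where 1 peak overlaps several of the other list, as for H3K27ac in EAKO and Flox, which is 1 of the 9, and for ATAC (9246 and 10498). Leaving out CA repeats gave 12753 and 2115 for CS and RT.

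Of 130 list differences, judged here by percentile, 13 lay outside the middle 95% of random lists. Olfactory receptors, which fat does not use, were outside in CS minus RT (0.01) and in EAKO minus Flox for H3K27ac (99.76) and ATAC (99.99). A place outside is thus not limited to lists of genes used in fat. Unmatched random lists put 31 outside, among them those 13 and CS minus RT for complexes I, II, III and V, equal numbers 14 (7 of the 13) and promoters of 3 kb 9 (8 of the 13). With equal numbers, core autophagy moved to percentile 0.200, the mitochondrial ribosome to 0.510 and the study's autophagy genes to 0.620 (-3 members) in beige minus CS, ASPC to percentile 99.6 there, the study's mitochondrial genes to 99.1 in CS minus RT and lymphocytes to 97.6 in ATAC, while 3 kb put macrophages at 1.67 in EA+/+ minus EC+/+. Some differences also turned their sign. Equal numbers did so for olfactory receptors (5 to -5 in CS minus RT, -4 to 2 in EAKO minus Flox H3K27ac), for core autophagy (11 to -7), the mitochondrial ribosome (20 to -5) and complex III (2 to -1) in beige minus CS, and for endothelium in EA+/+ minus EC+/+ (2 to -1). Promoters of 3 kb did so in EA+/+ minus EC+/+ for olfactory receptors (6 to -2), ASPC and mural cells (both -1 to 1), and for ASPC in EAKO minus Flox H3K27ac (-1 to 1). The share in Flox ATAC was 28.5% for RT, 67.8% for CS and 93.3% for beige at a q-value of 0.001, and with EAKO in place of Flox 51.0% for CS and 83.0% for beige. The ETS ratio with CCGGAAGT was 0.308 in RT, 2.57 in CS and 3.57 in beige. At 0.001 it was 1.68 in CS and 2.20 in beige, and with 100 bp 1.67 in beige. At promoter peaks it was 2.11 in CS, 3.30 in beige, 2.48 and 2.11 in ATAC of Flox and EAKO, 1.56 in EC+/+, 1.24 in EA+/+, and 1.6 and 1.41 in H3K27ac of Flox and EAKO. At other peaks it was 0.729 in CS, 1.32 in beige, 0.782 in EC+/+, and 0.991 and 0.913 in ATAC of Flox and EAKO. Against the ratio over all peaks, promoter peaks of EA+/+ and of H3K27ac in Flox and EAKO, and other peaks of CS, EC+/+ and both ATAC lists, lay on the other side of 1, and the cause was not tested. For Flox ATAC the shares were 3.58% and 3.61% reversed, so its side of 1 is not settled. Using all sequences in the lists gave no other value, since only chromosomes 1 to 19, X and Y occur. No paired analysis was possible because each group had 1 library. The effect of sequencing depth on these results was not examined.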

Other observations

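The tests chosen after the result was seen were those of the number of peaks, of RT enrichment and of stromal and adipocyte nuclei, and the genes in the next paragraph were picked after their values were seen.

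Some sites had a peak in Flox and none in EAKO in both assays. Of the ATAC peaks of Flox alone, 1507 also overlapped an H3K27ac peak of Flox alone, 321 of them at promoters, while 396 did so for EAKO, 40 at promoters. Among the Flox promoters were Irs2, an adaptor of the insulin receptor (ATAC −log10 q 60.4, H3K27ac 17.7), Unc119b (71.7 and 16.5) and Ier5l (101.2 and 8.00). The promoter shared by Cox4i1 and Emc8 had 39.99 and 46.9, although EAKO had a weak H3K27ac peak (1.98) at another start site of Cox4i1, and Rars (42.6 and 25.6) was the only one of the 10 strongest Flox promoters with the ETS sequence at its ATAC summit. Most of these peaks were weak, since 89 of the 1507 lay above the median of the Flox ATAC list.

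More promoters carried an Ets1 peak in CS than in RT. The number of peaks called does not account for it, since with 4056 best peaks each, which keeps all of RT and the strongest of CS, CS reached 3491 promoters and RT 890, a ratio of 3.92, and promoters took 46.7% of all CS and 20.1% of all RT peaks. Lower enrichment in the RT library may contribute, as 24.3% of its peaks lay in Flox ATAC peaks, beside 53.4% of all CS peaks and 82.6% (interval 81.4 to 83.7) of an equal number of the strongest CS peaks, and 28.5% and 67.8% at a q-value of 0.001. Transposase activity at open promoters without Ets1 could act in either library. It was tested within each, which cannot decide the difference between CS and RT. Promoter ATAC peaks with a CS peak had the ETS sequence 0.934 times as often as others of like strength (0.815 to 1.07). The ratio was 0.592 (0.441 to 0.796) with an RT peak and 1.22 (0.899 to 1.64) with a beige peak. The study reported that Ets1 protein in iWAT fell over days in the cold, a fall it attributed mainly to mature adipocytes. The larger CS list thus did not follow the reported amount of Ets1. Cold itself stays open, as it goes with the library.

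ASPC genes carried more Flox peaks away from promoters than nearly all random lists, at percentile 99.8 in H3K27ac and 99.9 in ATAC. The peaks were spread over 22 of the 23 genes, 0 of which are in another list, with 39 in ATAC at Fbn1, 26 at Egfr and 14 at Col3a1. Stromal nuclei in the floating fraction are a candidate explanation, although flotation should remove most such cells. Adipocyte genes lay at percentile 47.7 in H3K27ac and 79.3 in ATAC, so a shortage of adipocyte nuclei cannot be told apart from an ordinary supply of them. Adipocytes may also keep progenitor sites open, which was not tested.

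Fewer ATAC and H3K27ac peaks were called in EAKO than in Flox. The ATAC peaks of Flox alone had a median rank percentile of 13.6 in their list, so many were weak for that list. A q-value of 0.001 kept 86556 of the 88977 Flox ATAC peaks. It left 14030 in Flox alone and 6284 in EAKO alone, which argues against most of them lying near the calling threshold. For H3K27ac the median of 25.3 leaves open how many were weak. Loss of Ets1 at its sites may contribute, since ATAC peaks of Flox alone had the ETS sequence 1.301 times as often as shared ones of like strength (interval 1.16 to 1.46), and peaks of EAKO alone 0.839 times (0.720 to 0.978). GC content and promoter share do not account for that ratio, which was 1.32 (1.18 to 1.49) after matching on both, with 1.095 (0.972 to 1.23) for the reversed sequence. ETS was 1 of 9 sequences compared in each genotype, SP/KLF went the same way at 1.33 (1.02 to 1.72) in peaks of Flox alone and 0.375 (0.228 to 0.618) in peaks of EAKO alone, as did C/EBP at 1.099 (1.02 to 1.18) and 0.857 (0.781 to 0.940), so the difference is not particular to ETS, CTCF stood at 2.21 in peaks of EAKO alone, and genotype goes with the library.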
